# The absence of SOX2 in the anterior foregut alters the esophagus into trachea and bronchi in both epithelial and mesenchymal components

**DOI:** 10.1242/bio.048728

**Published:** 2020-02-07

**Authors:** Machiko Teramoto, Ryo Sugawara, Katsura Minegishi, Masanori Uchikawa, Tatsuya Takemoto, Atsushi Kuroiwa, Yasuo Ishii, Hisato Kondoh

**Keywords:** Anterior foregut, Conditional knockout, Epithelial-mesenchymal interaction, Esophagus, Respiratory organ, *SOX2*

## Abstract

In the anterior foregut (AFG) of mouse embryos, the transcription factor SOX2 is expressed in the epithelia of the esophagus and proximal branches of respiratory organs comprising the trachea and bronchi, whereas NKX2.1 is expressed only in the epithelia of respiratory organs. Previous studies using hypomorphic *Sox2* alleles have indicated that reduced SOX2 expression causes the esophageal epithelium to display some respiratory organ characteristics. In the present study, we produced mouse embryos with AFG-specific SOX2 deficiency. In the absence of SOX2 expression, a single NKX2.1-expressing epithelial tube connected the pharynx and the stomach, and a pair of bronchi developed in the middle of the tube. Expression patterns of NKX2.1 and SOX9 revealed that the anterior and posterior halves of SOX2-deficient AFG epithelial tubes assumed the characteristics of the trachea and bronchus, respectively. In addition, we found that mesenchymal tissues surrounding the SOX2-deficient NKX2.1-expressing epithelial tube changed to those surrounding the trachea and bronchi in the anterior and posterior halves, as indicated by the arrangement of smooth muscle cells and SOX9-expressing cells and by the expression of *Wnt4* (esophagus specific), *Tbx4* (respiratory organ specific), and *Hoxb6* (distal bronchus specific). The impact of mesenchyme-derived signaling on the early stage of AFG epithelial specification has been indicated. Our study demonstrated an opposite trend where epithelial tissue specification causes concordant changes in mesenchymal tissues, indicating a reciprocity of epithelial-mesenchymal interactions.

## Abstract (precis)

**Summary:** In response to the change in the epithelial characteristics from esophagus to trachea/bronchus that happens when SOX2 is inactivated, surrounding mesenchymal tissues also change their characteristics accordingly at all axial levels.

## INTRODUCTION

Epithelial components of the vertebrate alimentary tract develop from the endoderm-derived gut tube, which becomes specified into subdivisions along the anteroposterior axis. Early-stage subdivisions of endoderm-derived gut tubes depend on the action of various exogenous signaling molecules (Jacobs et al., 2012; Swarr and Morrisey, 2015; Zhang et al., 2017), and specification to subdivision results in the expression of subdivision-specific transcription factors (TFs). The epithelial tube of the anterior foregut (AFG) and stomach expresses SOX2 after embryonic day (E) 9 (Que et al., 2007), whereas the hindgut, which develops into duodenum and more posterior intestinal regions, expresses CDX2 (Gao et al., 2009). The anterior portion of AFG epithelial tubes is then split into dorsally positioned SOX2-expressing esophagus tissues and ventrally positioned tracheal tissues that express NKX2.1 and SOX2. Bronchi, bronchioles and alveoli that further develop at the distal end of the trachea also express NKX2.1 (Swarr and Morrisey, 2015; Zhang et al., 2017).

TFs that are expressed in endoderm-derived epithelial tubes play determining roles during gut subdivision. For instance, endoderm-specific inactivation of *Cdx2* promoted SOX2 expression in hindgut tubes, which assumed forestomach epithelial cell characters (Gao et al., 2009). Loss of *Nkx2.1* in embryos resulted in the development of esophagus and tracheal structures that remained joined, and caused defects in lung branching morphogenesis (Minoo et al., 1999).

Contributions of SOX2 to esophageal specification of AFG epithelia have been demonstrated using combinations of hypomorphic *Sox2* alleles, leading to degrees of tracheoesophageal fistula (Que et al., 2007), similar to various aspects of human congenital tracheoesophageal fistula cases (Wong et al., 2016; Zhang et al., 2017). Hence, SOX2 function is essential for the separation of trachea and esophagus in the AFG and required for the establishment of esophageal epithelial characteristics. However, complete tissue-specific *Sox2* inactivation is required to precisely evaluate the roles of SOX2 in these processes. We achieved endoderm-specific inactivation of *Sox2* using a floxed *Sox2* allele and a *FoxA2*-*nEGFP*-*CreERT2* knock-in allele, in which coding sequences were joined via 2A peptide sequences (Imuta et al., 2013). Under these conditions, tamoxifen administration resulted in the development of a single SOX2-deficient AFG tube connecting the pharynx and the stomach, in the middle of which a pair of bronchi branched out.

Mesenchymal influences on epithelial subdivisions of the AFG have been well documented (Swarr and Morrisey, 2015; Zhang et al., 2017). In this study, we characterized both epithelial and mesenchymal components of the AFG after formation in the absence of SOX2 in the epithelium. Not only the SOX2-deficient AFG epithelia but also the surrounding mesenchymal tissues developed into those of respiratory organs, with clear anteroposterior polarity similar to those of the trachea and bronchi. Thus, once established, the regional identity of the epithelial component of the AFG determined the characters of the surrounding mesenchymal tissues.

## RESULTS AND DISCUSSION

### Organization of AFG tube development in the absence of endodermal SOX2 expression

To inactivate *Sox2* expression in the entire gut tube, we introduced *Foxa2^nEGFP−CreERT2^* (Imuta et al., 2013) into floxed *Sox2* homozygous mice (Fig. S1A–C). Tamoxifen was administered to pregnant females on E7 and E8, shortly before the expression of *FoxA2* in the foregut at E8.5 (Imuta et al., 2013), and embryos were collected on E11 to E13. In the floor plate-proximal ventral spinal cord, where the expression of *Sox2* and *FoxA2* normally overlaps, SOX2 expression was abolished (Fig. S1D), confirming that *Sox2* was efficiently inactivated by CreERT2.

We investigated AFG development in the absence of SOX2 expression (Fig. 1). AFG epithelial tubes were visualized using *FoxA2*-driven nuclear EGFP fluorescence (Fig. 1A; Fig. S2). In normal E11 to E13.5 embryos, the esophagus joins the pharynx and stomach, and the trachea with a pair of bronchi with lung tissues was already separated (Fig. 1A). In the absence of SOX2 expression, however, a single AFG tube connecting the pharynx and stomach was formed, and a pair of bronchi with lung tissues developed in the middle of these tubes (Fig. 1A). In a significant fraction (12/17) of SOX2-deficient AFG, bronchiole-like tubular tissues developed from the posterior half (Fig. 1A; Fig. S2, arrows). The same AFG tube phenotype was observed using knock-in of CreERT2 into the ROSA26 locus (Cheng et al., 2010), although in this case, brain tissue development was also affected (data not shown). Loss of SOX2 expression in endoderm-derived epithelia expressing EGFP was confirmed by immunostaining of cross sections (Fig. 1B,C).

**Fig. 1.**
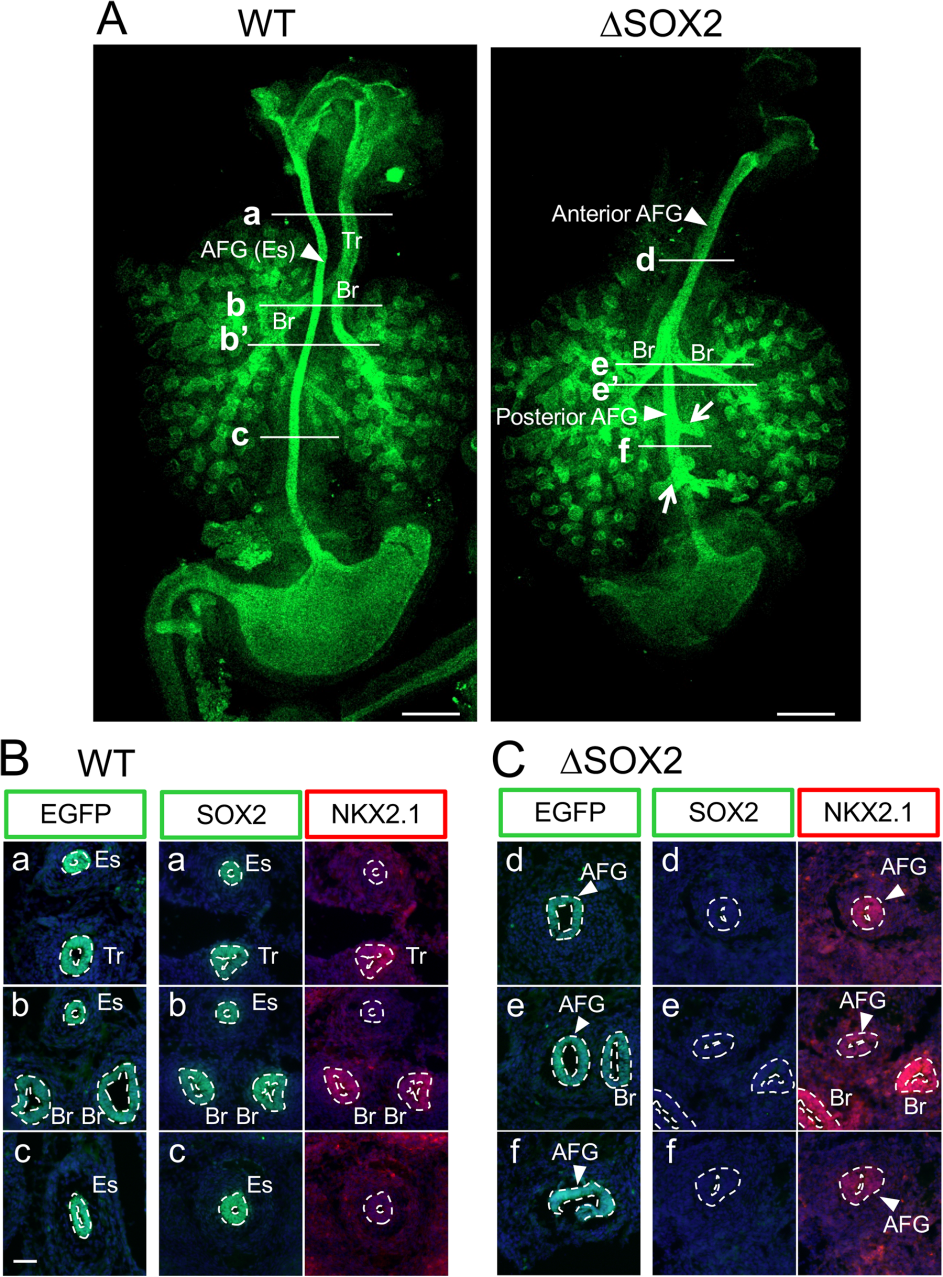
**Absence of the esophagus and expression of NKX2.1 in all epithelial tubes of SOX2-deficient (ΔSOX2) AFG.** (A) AFG tube organization was visualized in the dorsal view by *FoxA2*-driven EGFP in WT AFG and ΔSOX2 AFG on E13.5. WT AFG had separate esophageal (Es) and tracheal (Tr)/bronchial (Br) tubes, whereas ΔSOX2 AFG bronchi developed in the middle of the single tube connecting the pharynx and stomach. Frequently (12/17), bronchiole-like tissues developed from the posterior half of ΔSOX2 AFG, as indicated by arrows. Stomachs of ΔSOX2 were always smaller. Scale bars: 500 µm. For more specimens from earlier developmental stages, see Fig. S2. (B,C) Cross sections of AFG tubes of WT (B) and ΔSOX2 (C) E13 embryos at approximate axial levels as shown in A. The sections were immunostained for EGFP (green), SOX2 (green) and NKX2.1 (red), and the fluorescence images were superimposed on 4′,6-diamidino-2-phenylindole (DAPI) fluorescence to show the cell distribution. SOX2 and NKX2.1 data were from the same embryos, whereas EGFP data were from stage-matched different embryos. Sections of tubular tissues are encircled by broken lines, and those expressing relevant antigens are indicated by the following tissue abbreviations: AFG with an arrowhead indicates the ΔSOX2 AFG epithelium, while Es, Tr, and Br indicate esophagus, trachea, and bronchi, respectively. In ΔSOX2 AFG, the entire epithelial tube lacked SOX2 and expressed NKX2.1. See also Fig. S3. Scale bars: 100 µm.

In normal embryos, proximal branches of the epithelial tubes, i.e. trachea and bronchi, also express SOX2 (Fig. 1B; Fig. S3A) (Gontan et al., 2008; Que et al., 2009; Wong et al., 2016). Airway epithelia that developed in the absence of SOX2 showed tissue growth and branching patterns identical to normal embryos (Fig. 1A; Fig. S2), indicating that SOX2 function is dispensable for lung morphogenesis at least up to the E13 stage. It has been shown that SOX2 is involved in cell type specification at later stages of lung development (Que et al., 2009).

SOX2-deficient stomach tissues were smaller than normal (*n*>10) (Fig. 1A; Fig. S2), but did not express NKX2.1 (*n*=3) (Fig. S3B). CDX2 is normally expressed in hindgut epithelia to form SOX2–CDX2 boundaries at the pylorus. In the absence of CDX2 expression, hindgut epithelia expressed SOX2 and assumed a forestomach character (Gao et al., 2009). In contrast, the absence of SOX2 expression did not activate CDX2 expression in the stomach epithelia (*n*=3) (Fig. S3C).

### SOX2-deficient single AFG epithelial tubes have tracheal and bronchial characters

SOX2-deficient AFG epithelial tubes connecting the pharynx and stomach expressed NKX2.1 at all axial levels during the stages E11 to E13.5 (*n*=4) (Fig. 1C; Fig. S3A,B), indicating tracheal/bronchial characteristics. Accordingly, on E13.5, SOX2-deficient AFG tubes (Fig. 2Bd,e,e′,f) were wider than normal esophagi (Fig. 2Ba,b,b′,c), again showing tracheal and bronchial characteristics. Consistently, SOX2-deficient AFG tubes comprised of columnar (Co) epithelia similar to wild-type (WT) bronchi, as indicated by the distribution of Hematoxylin-stained nuclei (Fig. 2Bd,e,e′,f) and the organization of cell boundaries indicated by E-cadherin immunostaining (Fig. 2Bd), whereas WT esophagi comprised pseudo-stratified (PS) epithelial tissues at this stage (Fig. 2Ba,b,b′,c), a transition state between the earlier columnar and later stratified epithelia of the esophagus (Que, 2015).

**Fig. 2.**
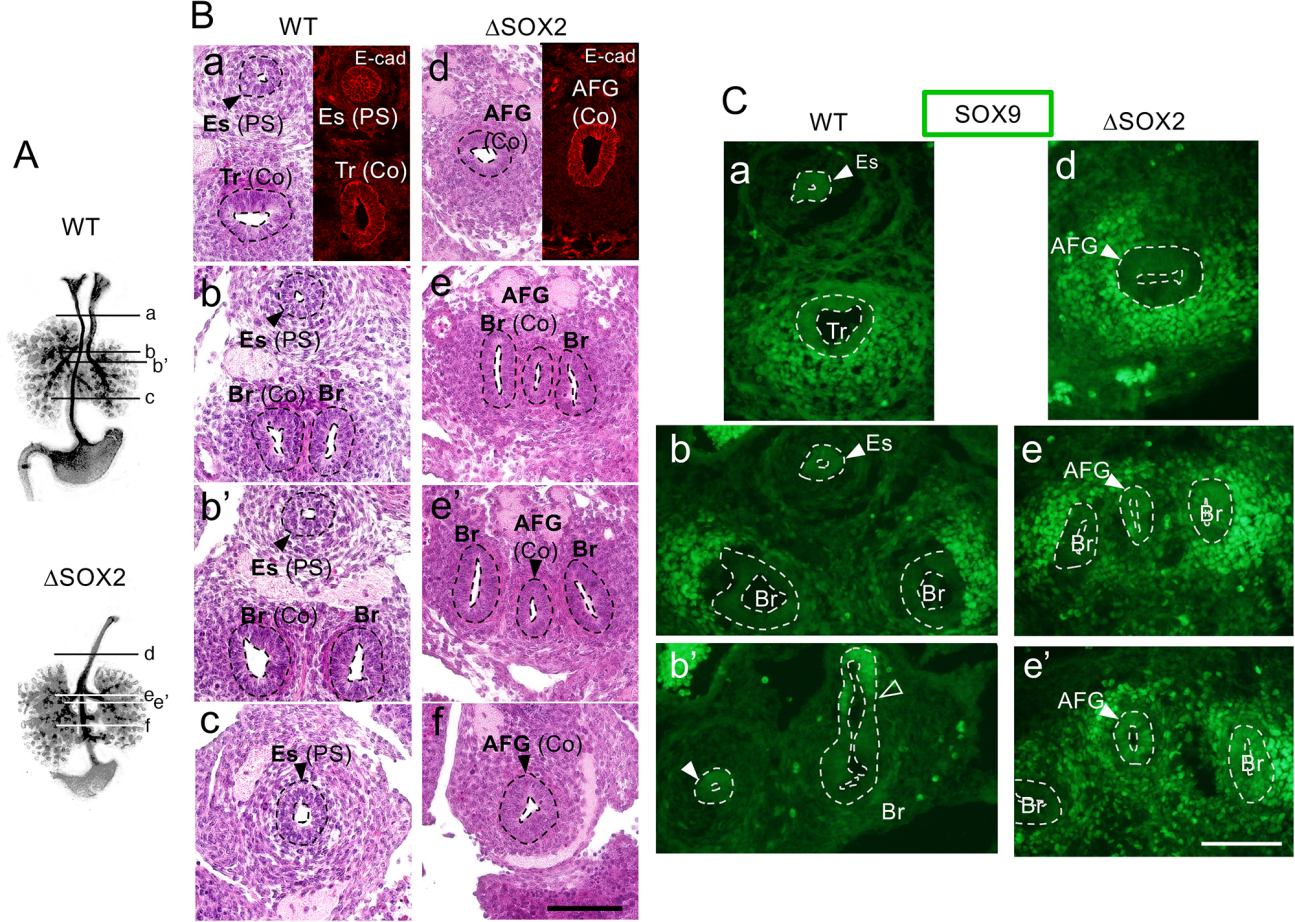
**Epithelial tubes in ΔSOX2 AFG exhibit tracheal/bronchial characters.** Histological sections of E13 epithelial tubes made at the axial levels shown in Fig. 1A, as schematized in A. (B) H&E staining of embryo cross sections. E-cadherin (E-cad)-stained cryosections at the axial levels (a) and (d) of embryos at similar developmental stages are also shown. ΔSOX2 AFG tubes were wider than WT esophageal tubes, and similar to WT trachea. Whereas WT tracheal (Tr)/bronchial (Br) tubes and ΔSOX2 AFG tubes comprised columnar (Co) epithelium, WT esophageal tubes (Es) comprised pseudo-stratified epithelium (PS), as judged by nuclear arrangements and organization of cell boundaries visualized by E-cadherin immunostaining in panels a and d. (C) Immunostaining of cryosections for SOX9 at approximate axial levels shown in Fig. 1A. SOX9 expression level was high in posterior ΔSOX2 AFG tubes (e′), similar to the distal bronchi in both WT and ΔSOX2 embryos. The open arrowhead indicates the region of transition from low to high SOX9 expression. Scale bars: 100 µm.

On E13, proximal and distal epithelial portions of respiratory organ rudiments differ in SOX9 expression levels (Wong et al., 2016): low in the trachea and proximal bronchi (Fig. 2Ca,b) and high in the distal bronchi (Fig. 2Cb′). In contrast, in WT esophagi, SOX9 expression did not differ significantly between the anterior and posterior halves (*n*=5), although the expression levels were variable between embryos and sometimes only barely detectable. In SOX2-deficient AFG tubes, epithelial SOX9 expression was low in the anterior part (Fig. 2Cd,e) but higher in a posterior part (*n*=4) (Fig. 2Ce′), indicating that the anterior and posterior sides of the AFG developed as trachea and bronchi, respectively. Given that ordinary pairs of bronchi branched out from the midpoint of SOX2-deficient AFG tubes, the AFG region between the midpoint and the stomach developed as a third bronchus. Consistently, additional bronchiole-like tissues frequently developed from the posterior half of SOX2-deficient AFG (*n*=12/17) (Fig. 1A; Fig. S2, arrows).

### Surrounding mesenchymal tissues developed concordant with the epithelial tissue identity

We investigated whether mesenchymal tissues surrounding SOX2-deficient AFG tubes developed concordantly with the tracheal and bronchial characteristics of the epithelia.

In normal embryos on E13, the epithelial tubes of the esophagus were surrounded by smooth muscle cells expressing smooth muscle α-actin (α-SM) at positions distal from the tube (Fig. 3A, arrowheads) (McHugh, 1995) and were not associated with SOX9-expressing cells (Fig. 3A). In contrast, the epithelial tubes of the trachea and bronchi were tightly wrapped in two patches of mesenchymal cells, representing smooth muscle cells and SOX9-expressing chondrocyte progenitors (Fig. 3A). These smooth muscle patches were positioned at the dorsal face of the trachea and median faces of the bronchi and were broader surrounding the bronchi (Fig. 3A, broken double arrows). The anterior halves of SOX2-deficient AFG tubes were also tightly wrapped in a narrower patch of smooth muscle cells and a broader patch of SOX9-expressing cells, exactly as observed in normal trachea (*n*=3) (Fig. 3Aa,d). These data indicate that trachea-like development of the anterior epithelial tube elicits mesenchymal developments with characteristics of respiratory organs.

**Fig. 3.**
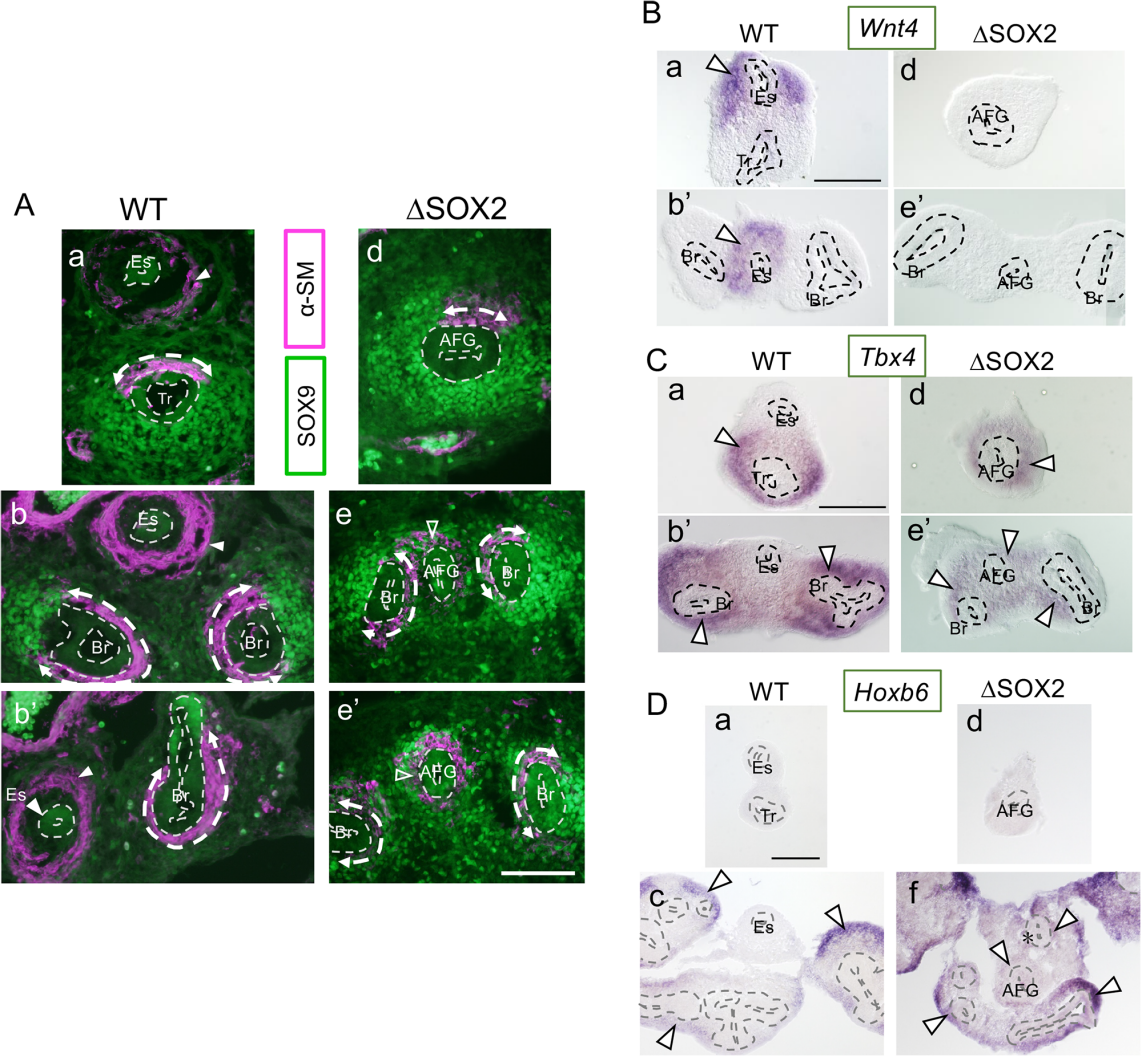
**Mesenchymal characters are concordant with those of epithelial tubes in the AFG.** Histological sections of E13 epithelial tubes are shown at the axial levels indicated in Fig. 1A. (A) Sections shown in Fig. 2B were doubly stained for SOX9 (green) and α-SM (magenta). Mesenchymal tissues surrounding WT and ΔSOX2 trachea/bronchi comprise nearly complementary patches of SOX9-expressing cells and α-SM-expressing cells (broken double arrows). ΔSOX2 AFG tubes were also wrapped in SOX9- and α-SM-expressing mesenchymal tissues, albeit without their separation into patches (open arrowheads). In contrast, WT esophageal tissues lacked these cell types and only had distal α-SM-expressing cells (arrowheads). (B–D) Analogous sections of WT and ΔSOX2 AFG hybridized with mesenchyme-specific gene probes for *Wnt4* (esophagus specific), *Tbx4* (trachea/bronchus specific), and *Hoxb6* (distal bronchus specific). Mesenchymal cells expressing these genes are indicated by open arrowheads. In ΔSOX2 AFG, *Wnt4* expression was completely absent (B), epithelial tubes were all surrounded by *Tbx4*-expressing mesenchyme (C), and the posterior part of the tube was surrounded by *Hoxb6-*expressing mesenchyme, similar to the distal bronchi (D). Asterisk, an AFG-derived bronchiole-like tube. Scale bars: 100 µm.

In the posterior parts of SOX2-deficient AFG, the epithelial tubes were surrounded by smooth muscle cells and SOX9-expressing cells, resembling bronchi. Yet, smooth muscle cells and SOX9-expressing cells did not segregate (*n*=3) (Fig. 3Ae,e′, open arrowheads). Presumably, azimuthal specification of the mesenchyme failed to occur in SOX2-deficient AFG.

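The genes expressed in the dorsal and ventral parts of the tracheoesophageal anlage were measured at E9.75 in BALB/c mouse embryos with Affymetrix mouse arrays. The anlage is the single foregut tube that later separates into the esophagus and the respiratory organs, and at this stage the lung bud is a swelling on its ventral side. It was dissected between the ends of the pharynx and of the lung bud and cut by hand into a dorsal and a ventral part, so each sample holds epithelium and mesenchyme together and no value is that of mesenchyme alone. There were 2 arrays per part, which the sample labels call biological replicates. The sources used here do not say whether they came from separate litters or pools, and the p-values measure only the spread between these arrays. Biotin-labelled cRNA was made from 100 ng of total RNA by Affymetrix's labelling in 2 cycles. The authors summarised the intensities by RMA, which corrects the background, normalizes the quantiles over the arrays and gives one value per probe set. The deposited values of the 45101 probe sets run from 2.36 to 15.02, and they are read here as log2 from that range, since the scale is not given in the sources used here. The number of arrays, 4 in all, limits the precision.

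For each gene, the probe set with the highest mean over the arrays was kept, and the 13139 genes above an array's 40th percentile on at least 2 arrays were tested with limma. Of these, 629 genes were higher in the dorsal part and 538 in the ventral part at an adjusted p under 0.05, among 2490 genes at an unadjusted p under 0.05. With the values quantile-normalized once more, the split was 479 dorsal and 635 ventral genes. Without dorsal replicate 1 the counts were 247 and 279, without dorsal replicate 2 they were 252 and 276, and without ventral replicate 1 they were 4544 and 1593. The median log2 difference of all tested genes was 0.07 with all 4 arrays, 0.18 without ventral replicate 1 and 9.5e-05 without ventral replicate 2. It was 0.07 without dorsal replicate 1 and 0.08 without dorsal replicate 2. The dorsal arrays differed from each other by a median of 0.08 and the ventral arrays by 0.26. A fit without 1 array takes its spread from the other part alone, so its calls do not compare directly with those from all 4 arrays. Ventral replicate 2 had an upper quartile of 7.75 where ventral replicate 1 had 8.02. The poly-A control RNAs that are added before labelling were higher on the arrays numbered 2 than on those numbered 1, by 2.22 in the dorsal part and 1.92 in the ventral part on the log2 scale, so differences within each number are given beside the values of *Wnt4*, *Tbx4* and *Hoxb6*. *Xist* and the Y-linked genes *Eif2s3y*, *Kdm5d* and *Uty* differed by -0.02 to 0.29 between the parts, and none passed the test. They lay above the median of every array, with *Xist* at 10.04 to 10.24 and *Eif2s3y* at 9.05 to 9.33. Each sample thus probably held embryos of both sexes, and the spread between arrays may understate that between embryos. The 3' probe sets of *Gapdh* exceeded its 5' probe sets by 1.15 to 1.37 and those of the actin control by 1.68 to 1.86 on the 4 arrays.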

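*Wnt4*, which encodes a secreted Wnt ligand, was 5.54-fold higher in the dorsal part than in the ventral part of the tracheoesophageal anlage at E9.75. Its RMA values were 9.52 and 9.60 on the dorsal arrays and 7.30 and 6.88 on the ventral arrays, a log2 difference of 2.47 (standard error 0.18, n = 2 arrays per part, adjusted p = 1.06e-09 from limma). The other *Wnt4* probe set gave 8.12 and 8.02 dorsally and 5.83 and 6.43 ventrally. Within the arrays numbered 1 the difference was 2.23, and within those numbered 2 it was 2.71. An exact permutation test of 2 arrays against 2 cannot give a two-sided p below 0.333, and here every dorsal value lay above every ventral one.

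Among the 5 tested genes of a list of dorsal foregut mesenchyme, *Wnt4*, *Msc* and *Nkx6-1* were higher in the dorsal part. None was higher in the ventral part and 2 did not pass the test (3 higher when adjusted over the list alone). *Msc*, which encodes the transcription factor musculin, had a mean of 11.22 dorsally and 8.60 ventrally, a log2 difference of 2.62 (standard error 0.18, adjusted p = 5.59e-10 from limma). The homeobox gene *Nkx6-1* differed by 0.59 (adjusted p = 0.0350 from limma), and it did not pass the test without dorsal replicate 1 (0.63), dorsal replicate 2 (0.55) or ventral replicate 2 (0.42), or without a filter (0.59), with an adjusted p from 0.00897 to 0.678 over the alternatives. *Barx1*, a homeobox gene of foregut mesenchyme, differed by 0.18 (adjusted p = 0.627) and the forkhead gene *Foxf2* by -0.02 (adjusted p = 0.966). Without ventral replicate 1 all 5 had higher values dorsally, but the median of all tested genes then lay at 0.18 as well. The list as a whole was higher dorsally (median 0.59, adjusted p = 0.000207 from camera). This was lost with fry (adjusted p = 0.0963) and with an estimated correlation (adjusted p = 0.429), and the adjusted p ran from 5.57e-07 to 0.429 over the alternatives. With 4 arrays none of the 30 tested lists passed with an estimated correlation, so that alternative cannot tell the lists apart. Because the paper cites these arrays for *Wnt4*, its place in the list is not independent evidence of the list's direction.

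Of 10 tested genes of a list of respiratory mesenchyme, 5 were higher in the ventral part and 2 in the dorsal part. The other 3 did not pass the test (6 ventral and 2 dorsal when adjusted over the list alone). Without dorsal replicate 1 these counts were 3 ventral and 1 dorsal, and without dorsal replicate 2 they were 4 and 1. *Wnt2*, a Wnt ligand of the lung mesenchyme, had a log2 difference of -2.73 and the BMP ligand gene *Bmp4* one of -2.53 (adjusted p = 8.13e-11 and 4.16e-10 from limma). *Tbx5* and *Osr1*, which encode transcription factors, differed by -1.34 and -0.71. *Tbx5* is also in the list of cardiac progenitors, which had a median of -1.67. *Tbx4*, a T-box gene, had values of 5.48 and 5.87 dorsally and 6.90 and 6.32 ventrally, a log2 difference of -0.94 (standard error 0.20, adjusted p = 0.00247 from limma), with -1.42 within the arrays numbered 1 and -0.46 within those numbered 2. *Hoxb6* was in the opposite direction, at 8.76 and 8.52 dorsally and 4.20 and 3.76 ventrally, where it lay below the 40th percentile of both arrays. The log2 difference of these values was 4.66 (adjusted p = 4.03e-14 from limma), with 4.56 and 4.76 within the arrays of each number, but set against the ventral 40th percentiles it was 3.88, so its size is limited by the low ventral level. It was not tested without either dorsal array, since the filter asks for 2 arrays. *Hoxb5* differed by 3.03. *Tbx3*, *Tbx2* and *Wnt2b* differed by -0.52, -0.26 and -0.22, with adjusted p from 0.0786 to 0.522. The list was higher ventrally (median -0.62, adjusted p = 0.00258 from camera), which was lost with the replicate number as a block (adjusted p = 0.258), with array medians set equal (adjusted p = 0.269), with fry (adjusted p = 0.388) and with an estimated correlation (adjusted p = 0.429), and its adjusted p ran from 5.58e-06 to 0.429 over the alternatives. Without ventral replicate 1 its median was -0.39. *Tbx4* did not pass the test with quantile normalization once more (-0.97). Without dorsal replicate 1, *Tbx4* (-0.75) and *Osr1* (-0.67) did not pass either, and without dorsal replicate 2 *Osr1* (-0.74) did not, while without ventral replicate 1 it passed at -0.46. Over the alternatives the adjusted p ran from 3.59e-06 to 0.232 for *Tbx4* and from 0.00110 to 0.378 for *Osr1*.

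Among the 12 tested Wnt ligand genes, *Wnt4* and *Wnt5b* were higher dorsally and *Wnt2*, *Wnt7b* and *Wnt11* were higher ventrally. The other 7 did not pass the test (2 dorsal and 3 ventral when adjusted over the list alone). Without ventral replicate 1, 3 were higher dorsally and 6 ventrally. *Wnt5b* did not pass without dorsal replicate 1 (0.69) or dorsal replicate 2 (0.66), and *Wnt11* did not pass without dorsal replicate 2 (-0.87). *Wnt5b* was also lost without probe sets that match several transcripts (0.52), and *Wnt7b* (-0.98) with the mean of all probe sets of a gene (-0.47). Over the alternatives their adjusted p ran from 0.00187 to 0.395 for *Wnt5b*, from 8.86e-07 to 0.0833 for *Wnt11* and from 9.54e-07 to 0.0766 for *Wnt7b*.

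Markers of other cell types also differed between the parts. In the ventral part, 14 of 15 tested heart muscle genes were higher and none was lower (14 when adjusted over the list alone). The troponin gene *Tnnt2* had a mean of 11.30 there and 5.95 dorsally, and the myosin gene *Myh6* had 10.06 and 3.90, the latter below the 40th percentile of both dorsal arrays. In the dorsal part, 6 of 8 tested neural crest genes were higher (6 when adjusted over the list alone). *Hand2*, which is also in the list of cardiac progenitors, and *Ednrb* were lower there (2 when adjusted over the list alone). The receptor gene *Ret* had a mean of 9.45 there and 4.66 ventrally, and *Sox10*, a transcription factor gene of neural crest, had 8.73 and 6.68. With the mean of all probe sets of a gene the log2 differences were smaller, at -3.14 for *Myh6* (-6.16 with the highest probe set), 2.60 for *Ret* (4.79), 0.88 for *Sox10* (2.05) and -1.03 for *Hand2* (-2.23). Of the neural crest genes higher dorsally, *Erbb3* (1.34) did not pass with that mean (0.53). *Foxd3* (1.14) did not pass with quantile normalization once more (1.16). *Foxd3* lay below the 40th percentile of both ventral arrays, against which it differed by 0.62. Of 15 epithelial genes, *Cldn4*, *Cldn7*, *Foxa1*, *Grhl2* and *Esrp1* were higher in the ventral part and none in the dorsal part (10 ventral and 1 dorsal when adjusted over the list alone), but none of these 5 passed the test without dorsal replicate 1 (-0.49 to -0.81) or without dorsal replicate 2 (-0.55 to -0.73). With the mean of all probe sets *Grhl2* (-0.24) and *Esrp1* (-0.56) did not pass, without a filter *Cldn4*, *Cldn7* and *Esrp1* did not, and with array medians set equal *Cldn7* did not. Without ventral replicate 1, 8 epithelial genes were higher ventrally and 1 dorsally, and without ventral replicate 2 the count was 11 ventrally. By camera these lists differed between the parts (adjusted p = 2.83e-46 for heart muscle, 1.69e-05 for neural crest and 1.42e-05 for epithelium). This was lost with an estimated correlation (adjusted p = 0.290, 0.290 and 0.518), and for epithelium with fry too (adjusted p = 0.179, within 6.52e-07 to 0.518). The estimated correlation of the neural crest list was -0.011, below the preset 0.01. A higher correlation thus does not account for its loss. Without ventral replicate 1 the neural crest list did not pass either (adjusted p = 0.275, within a range of 3.63e-12 to 0.290 over its alternatives).

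The paper describes *Wnt4* as specific to the mesenchyme of the esophagus, citing its own *in situ* hybridization together with these arrays. In later embryos it reports *Wnt4* in the mesenchyme around the esophagus and its loss around SOX2-deficient tubes. Its text gives no further reasoning from the array values, which cannot separate mesenchyme from epithelium.

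**Figure D1:**
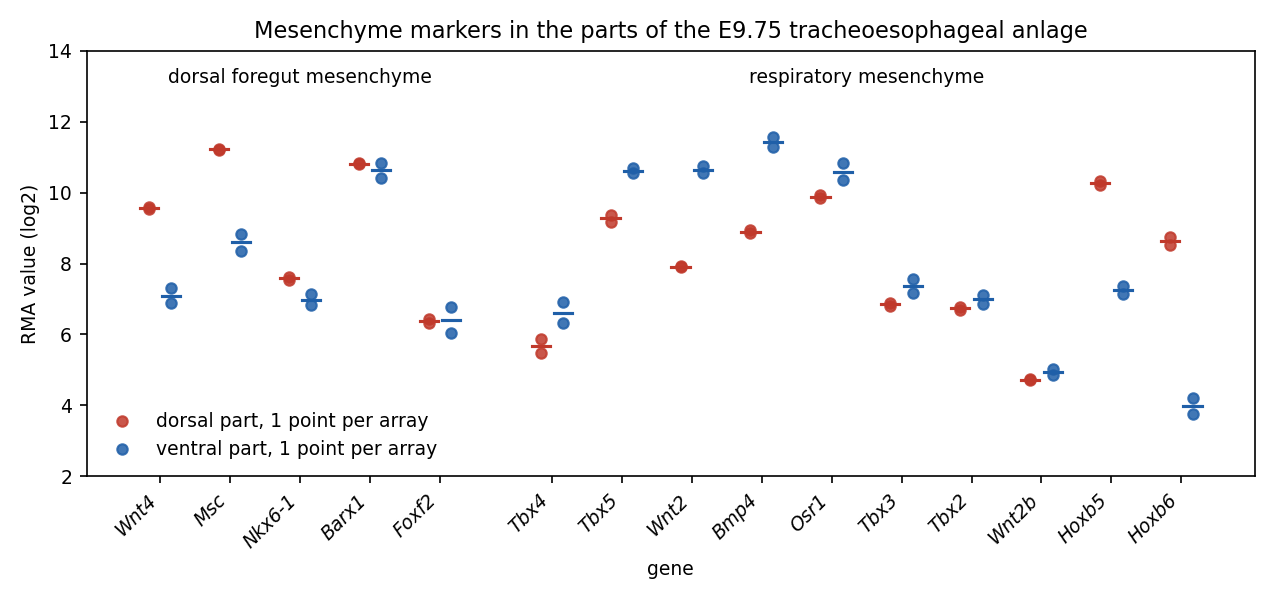
RMA values (log2, vertical axis) of the tested members of the lists of dorsal foregut mesenchyme and respiratory mesenchyme in the dorsal and ventral parts at E9.75, with 1 point per array and a bar at the mean of 2 arrays. *Wnt4* and *Msc* lie higher dorsally, *Wnt2*, *Bmp4* and *Tbx5* lie higher ventrally, and *Hoxb5* and *Hoxb6* lie higher dorsally.

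**Figure D2:**
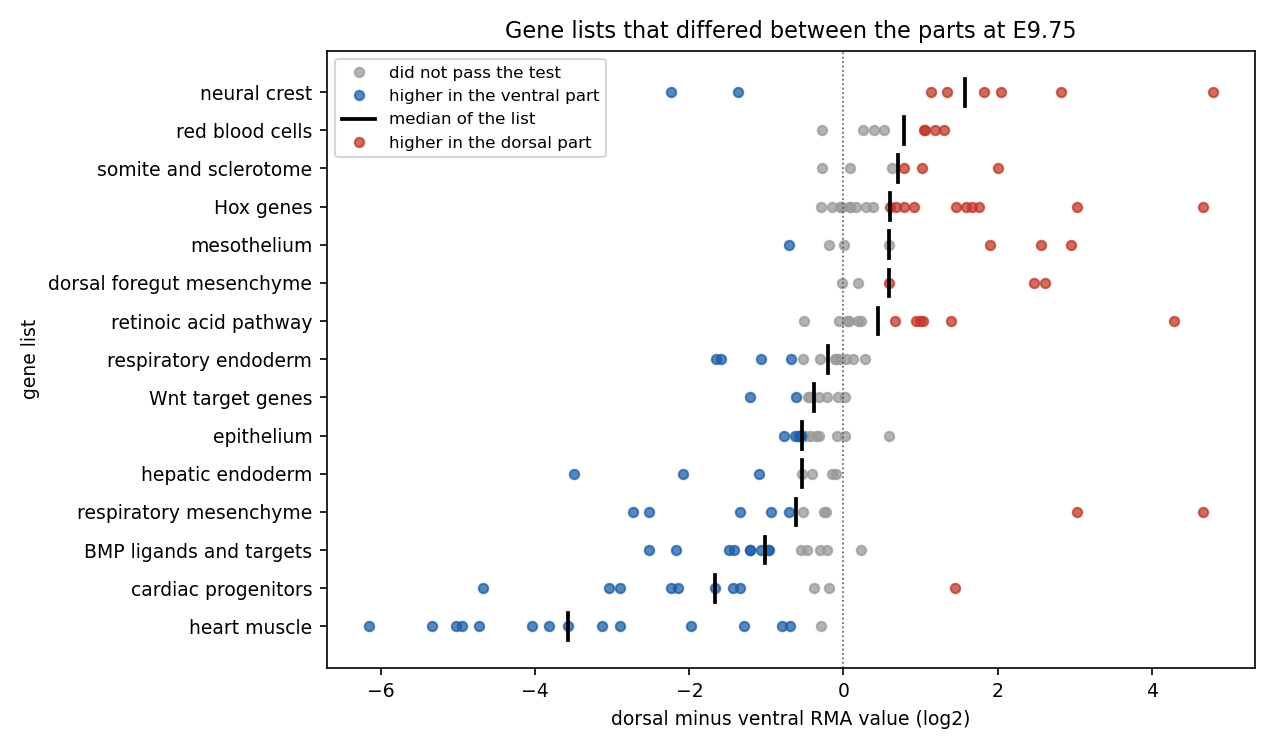
Dorsal minus ventral difference of RMA values (log2, horizontal axis) for each tested member of the 15 gene lists that differed between the parts by camera, with 1 point per gene coloured by its limma call and a bar at the median of the list. The medians run from -3.57 for heart muscle genes to 1.58 for neural crest genes.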

To investigate the molecular markers of mesenchymal cells that distinguish esophagus and respiratory organs, we performed *in situ* hybridization using esophagus mesenchyme-specific *Wnt4* (Fig. 3Ba,b′) (GSE118641, Gene Expression Omnibus), respiratory organ-specific *Tbx4* (Fig. 3Ca,b′) (Arora et al., 2012), and *Hoxb6*, which is expressed in the distal portion of the bronchus mesenchyme (Fig. 3Dd).

In normal embryos on E11 to 11.5, *Wnt4* was expressed in mesenchymal cells surrounding the esophagus (Fig. 3Ba,b′, open arrowheads). In contrast, *Wnt4* expression was lost in mesenchymal tissues surrounding SOX2-deficient AFG epithelial tubes (*n*=3) (Fig. 3Bd,e′), confirming the loss of esophageal phenotypes. In contrast, *Tbx4* was expressed exclusively in the mesenchyme of respiratory organs in normal embryos (Fig. 3Ca,b′, open arrowheads) (Arora et al., 2012). Mesenchymal tissues of SOX2-deficient AFG expressed *Tbx4* at all axial levels (*n*=3) (Fig. 3Cd,e′, open arrowheads), concordant with the respiratory organ identity of the epithelial tubes.

In normal embryos, *Hoxb6* was expressed in mesenchymal tissues surrounding the distal part of the bronchus (and more strongly in alveoli) (Fig. 3Dc, open arrowheads), but no expression was observed along the trachea (Fig. 3Da). Along the SOX2-deficient AFG, only the mesenchyme surrounding the posterior AFG tubes and posterior AFG-derived bronchiole-like tubes (Fig. 3Df, asterisk) expressed *Hoxb6* (*n*=4) (Fig. 3Df, open arrowheads), as observed in the distal bronchi (Fig. 3Dc,f, open arrowheads). These observations confirmed the bronchial identity of the posterior half of SOX2-deficient AFG, complete with proximodistal polarity in both epithelial and mesenchymal components (Figs 2B and 3D).

### Overall impact of the absence of SOX2 during esophageal and tracheal/bronchial development

We investigated the consequences of abolishing SOX2 expression in the anterior endoderm. Under this condition, single AFG epithelial tubes connecting the pharynx and stomach developed, comprising columnar epithelial cells and expressing NKX2.1, indicating a gain of tracheal/bronchial characteristics and loss of esophageal characteristics (Figs 1 and 4). Trisno et al. (2018) similarly ablated *Sox2* in the endoderm and reported the development of NKX2.1-expressing AFG epithelia that lacked esophagus-characteristic p63 expression.

**Fig. 4.**
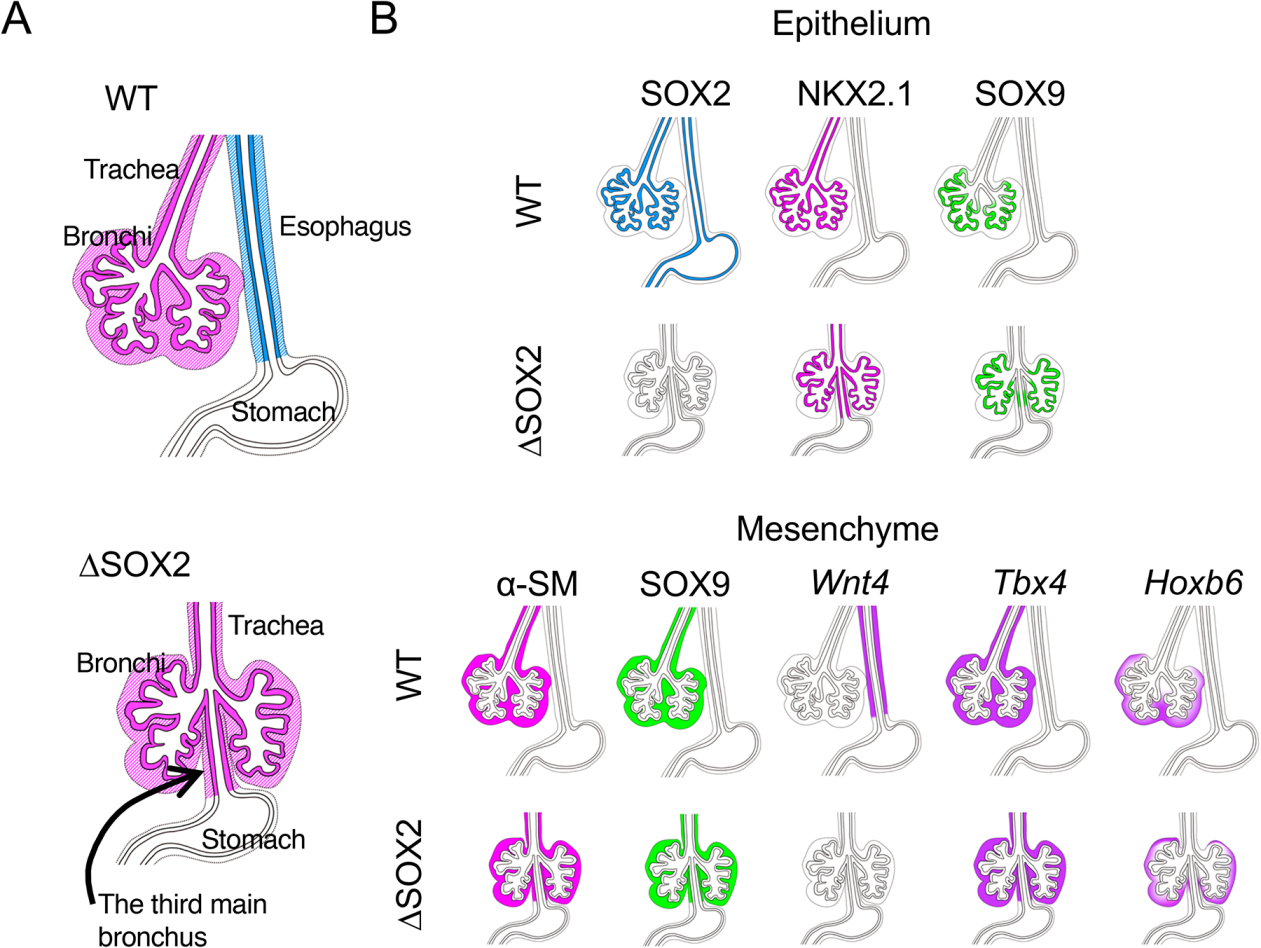
**Summary of this study.** (A) The key observations. The loss of SOX2 in the epithelial tissues alters the esophageal characters of the AFG into trachea and bronchi in both epithelial and mesenchymal components. (B) Details of observations. In the diagrams of WT and ΔSOX2 AFG tubes, expression of SOX2, NKX2.1 and SOX9 in the epithelial tissues and expression of α-SM, SOX9, *Wnt4*, *Tbx4* and *Hoxb6* in mesenchymal tissues are indicated.

We also observed anteroposterior differentiation of SOX2-deficient AFG epithelial tubes, similar to proximodistal differentiation of respiratory organ epithelia (Fig. 2B). The anterior part of SOX2-deficient AFG epithelial tubes had low SOX9 expression, as in trachea, whereas a posterior part of the tube had high SOX9 expression, as observed in the distal bronchi.

A new important finding of this study is that mesenchymal tissues that surround the epithelial tubes change their characters at all axial levels in concordance with the changes in the epithelial tubes from the esophagus to the respiratory organs (Figs 3 and 4). Studies of alimentary tract development have provided a paradigm of epithelial-mesenchymal interactions during organ development (Swarr and Morrisey, 2015; Zhang et al., 2017). Earlier studies demonstrated the impact of mesenchyme-derived cues on the development of epithelial tubes. For example, dorsoventral differentiation during the early stages of AFG development, leading to esophagus/trachea splitting, is mediated by BMP signaling from the surrounding mesenchymal cells (Domyan et al., 2011; Ishii et al., 1998). Yet, regulatory influences in SOX2-deficient AFG epithelial tubes were in the opposite direction (Fig. 4). All mesenchymal tissues surrounding SOX2-deficient AFG epithelial tubes developed as respiratory organ mesenchyme rather than esophageal mesenchyme. Thus, interactions between epithelial and mesenchymal components during AFG development appear to be bidirectional and dependent on the developmental stage. The underlying mechanisms through which epithelial regional identity determines the characters of the surrounding mesenchyme remain to be elucidated. In a previous study, SOX2-deficient AFG failed to express some Wnt antagonists (Trisno et al., 2018), whereas in other studies, the anteroposterior organization of the gut tube depended on retinoic acid signaling (Bayha et al., 2009; Wang et al., 2006). Hence, the regulation of these signals by epithelial tissues may contribute to the coordinated development of epithelial and mesenchymal components of the AFG.

## MATERIALS AND METHODS

### Construction of a mouse line carrying floxed *Sox2* alleles

The mouse genomic sequence from −6307 bp to +9880 bp relative to the 5′ end of the *Sox2* coding sequence, covering the region from N2 to N5 enhancers (Uchikawa et al., 2003), was used as a targeting vector. The STneoB sequence (Katoh et al., 1987) was flanked by a pair of Flp recombinase target (FRT) sequences and inserted into the vector sequence to select recombinant embryonic stem (ES) cells for G418 resistance. The DT-A cassette (Yagi et al., 1993) was added at the end of the vector sequence to select against non-homologous recombinants. After electroporating the vector in R1 ES cells (Nagy et al., 1993) and selecting recombinants as described by Sawai et al. (1991), homologous recombinants were identified by Southern blotting. Homologous recombinants were used to produce mice carrying a floxed *Sox2* allele (Fig. S1A).

### Handling mice and mouse embryos

Knock-in mice expressing CreERT2 with the specificity of *FoxA2* (*Foxa2^nEGFP−CreERT2^*) (Imuta et al., 2013) or *ROSA26* [Gt*(ROSA)26Sor^tm1(cre/ERT2)Alj^*] (Cheng et al., 2010) were crossed with mice carrying the floxed *Sox2* allele and bred for several generations in C57BL/6;DBA mixed background to achieve homozygosity at both loci. Mouse and embryo genotypes were determined using polymerase chain reaction (PCR) with primer pairs that gave PCR products of sizes indicated in Fig. S1B. Five mg of tamoxifen in peanut oil was orally administered to pregnant females on 7.5 and 8.5 days post coitum, and embryos were collected at the indicated stages. Embryos carrying the homozygous floxed *Sox2* allele and the *ROSA26* locus-inserted *CreERT2* recombinase gene [*Gt(ROSA)26Sortm1(cre/ERT2)Alj*] (Cheng et al., 2010) showed the *ΔSox2* genotype after the administration of tamoxifen to mothers on E7 and E8. Animal experiments were performed at Kyoto Sangyo University, Nagoya University, Osaka University and Tokushima University in accordance with the animal experimentation regulations of the respective institutions.

### Histological analyses

Specimens were fixed in 4% paraformaldehyde and processed for histological analyses. Immunofluorescence staining was done using antibodies listed in Table S1. Wholemount *in situ* hybridization of isolated gut tubes was performed using digoxigenin-labeled probes and conditions described by Takemoto et al. (2011) with Proteinase K treatment at 5 μg/ml, followed by cryosectioning. Paraffin sections of embryos fixed with Bouin's fixative were stained with Hematoxylin and Eosin (H&E). Photo images were taken using Axioplan 2 (Zeiss) or an FV3000 laser microscope (Olympus).

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

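The samples were the dorsal and ventral parts of the tracheoesophageal anlage of BALB/c mouse embryos at E9.75, with 2 Affymetrix arrays per part. The authors labelled 100 ng of total RNA per array and summarised the scans by RMA, as the submitters' processing notes name it, into the deposited values, which are read here as log2 values. The software and version of RMA are not given in the sources used here, and the paper's text does not describe the arrays. Each array column was assigned to its part and replicate number from the sample labels. No detection calls were used, so a low value is described only by its place among the values of the array, and the number of arrays limits the precision.

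Gene names came from GEO's platform annotation, which can be old, with identifiers looked up in the RefSeq table of the mouse assembly GRCm38.p6. Of the 45101 probe sets, 34958 had 1 gene symbol, 932 had several and were not used, and 9211 were not named here and not used. The identifiers of 34754 probe sets were found in that table and no symbol changed. The named probe sets cover 18194 genes. For each gene the probe set with the highest mean over the 4 arrays was kept, and a gene was tested when it exceeded the 40th percentile of the array on at least 2 arrays, which left 13139 genes. No coordinates are given, since the values name no genome build. The deposited values were not normalized further.

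Differences were tested as dorsal minus ventral with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided and without a term for the replicate number, with Benjamini-Hochberg adjustment over the 13139 genes and a threshold of 0.05. Standard errors are the moderated ones of that fit, which borrows the spread over genes. Gene lists of cell types, pathways and signs of stress were tested with camera at a preset correlation of 0.01, adjusted over the 30 of 34 lists with at least 5 tested genes, and again with an estimated correlation and with fry. The lists, the test, the thresholds and the alternatives were set before the data were examined, apart from the comparison within each replicate number and, for genes below the 40th percentile of both arrays of a part, the difference against the mean of those percentiles. On simulated arrays with 200 of the 13139 genes changed, the test recovered 12.5% of log2 differences of 0.5, 92.8% of those of 1 and 100% of those of 2, and 4.38% of its calls were false. These rates belong to the simulated arrays. On the real arrays 1167 genes passed, and replicates differed by a median of 0.08 dorsally and 0.26 ventrally. The share of false calls among the real ones was not measured.

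Genes named in the text are the 11 markers that the paper names, the 12 genes with the largest differences in each direction among those that passed the test with no overlap between the arrays of the parts, up to 4 members of each list with the largest differences, and the sex-linked and control probe sets. Where 5 or fewer members of a list differed or where a list had few members, the other members were named too, after their values were seen. Genes used in the tests of explanations were named as well, as were some list members whose calls were lost under an alternative. The alternatives were no filter, a filter at the 60th percentile, quantile normalization once more, equal array medians, the mean of all probe sets of a gene, no probe sets that match several transcripts or genes, eBayes with a trend and robust eBayes, the replicate number as a block, other thresholds, and the omission of each array in turn, with the filter set again and the probe set of each gene chosen anew.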

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

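The list tests below were planned, and the tests of explanations were chosen after the results were seen. By camera 15 gene lists differed between the dorsal and ventral parts. The paper cites these arrays for *Wnt4* alone, and it reports on some other members of these lists, among them *Tbx4*, *Hoxb6*, *Nkx2-1*, *Sox9*, *Cdh1* and *Foxa2*, from other experiments. Each list is given with its adjusted p with an estimated correlation, which was its highest over the alternatives, and with its lowest. With an estimated correlation none passed, and 5 had an unadjusted p under 0.05. Lists whose estimate lay below the preset 0.01, neural crest (-0.011) and respiratory endoderm (0.0072), failed as well. With 4 arrays this alternative therefore cannot decide which lists differ, and its failures are not a measure of the correlation between genes. By fry the lists of heart muscle, cardiac progenitors, hepatic genes, Hox genes and neural crest passed, and the other 10 of these lists did not, with adjusted p from 0.0704 to 0.388.

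In the list of heart muscle genes, 14 of 15 were higher ventrally (14 when adjusted over the list alone), with a median log2 difference of -3.57 (adjusted p = 2.83e-46 from camera, lowest 6.55e-147, adjusted p = 0.290 with an estimated correlation). Of 11 cardiac progenitor genes, 8 were higher ventrally and *Tbx1* was higher dorsally (8 and 1 when adjusted over the list alone), with a median of -1.67 (adjusted p = 8.16e-17 from camera, lowest 1.66e-30, adjusted p = 0.290 with an estimated correlation). Of 7 hepatic genes, *Afp* (-3.50), *Ttr* (-2.08) and *Hhex* (-1.10) were higher ventrally (4 when adjusted over the list alone, and 5 higher without ventral replicate 1), with a median of -0.54 that was -0.82 without probe sets that match several transcripts and -1.10 with the mean of all probe sets, where *Afp* was at -2.09 (adjusted p = 1.08e-07 from camera, lowest 3.97e-10, adjusted p = 0.290 with an estimated correlation). For 14 BMP ligands and targets the median was -1.02, and 9 were higher ventrally, among them *Bmp4* (-2.53), *Msx1* (-2.17), *Smad6* (-1.49) and *Msx2* (-1.42), with 11 when adjusted over the list alone and with *Msx1* at -0.84 without probe sets that match several transcripts (adjusted p = 1.68e-15 from camera, lowest 2.42e-18, adjusted p = 0.409 with an estimated correlation).

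Among 12 genes of respiratory endoderm, *Irx2* (-1.66), *Irx1* (-1.59), *Id2* (-1.07) and *Irx3* (-0.68) were higher ventrally (5 when adjusted over the list alone), with a median of -0.20 (adjusted p = 0.000247 from camera, lowest 2.27e-05, adjusted p = 0.290 with an estimated correlation). The median of this list was -0.135 without dorsal replicate 2, -0.11 without ventral replicate 1, -0.61 without ventral replicate 2, -0.10 without a filter and -0.41 with a filter at the 60th percentile. *Irx3* did not pass the test without dorsal replicate 1 (-0.67) or dorsal replicate 2 (-0.70), and its adjusted p ran from 0.00172 to 0.386. The list of respiratory mesenchyme had a median of -0.62 and that of dorsal foregut mesenchyme one of 0.59, with 5 of 10 genes higher ventrally and 2 dorsally in the former (6 and 2 when adjusted over the list alone) and 3 of 5 higher dorsally in the latter (3 when adjusted over the list alone). Without dorsal replicate 1, 3 genes of respiratory mesenchyme were higher ventrally, and without ventral replicate 1, 5 genes of dorsal foregut mesenchyme were higher dorsally. Their adjusted p were 0.00258 and 0.000207 from camera, the lowest were 5.58e-06 and 5.57e-07, and for each the adjusted p = 0.429 with an estimated correlation. With ventral replicate 1 left out, the median of respiratory mesenchyme was -0.39. For 8 Wnt target genes the median was -0.38, with *Sp5* (-1.22) and *Lgr5* (-0.62) higher ventrally (3 when adjusted over the list alone, adjusted p = 0.00127 from camera, lowest 0.000639, adjusted p = 0.409 with an estimated correlation). *Lgr5* did not pass without dorsal replicate 1 (-0.72) or dorsal replicate 2 (-0.52), without a filter (-0.62) or with the mean of all probe sets (-0.33), with an adjusted p from 0.00563 to 0.766, and without ventral replicate 1 the median of the list was -0.23, with 4 genes higher ventrally, as without ventral replicate 2. For 15 epithelial genes the median was -0.53, and -0.32 without ventral replicate 1, with 5 higher ventrally, 0 without dorsal replicate 1 or dorsal replicate 2, 8 without ventral replicate 1 and 11 without ventral replicate 2 (10 ventral and 1 dorsal when adjusted over the list alone, adjusted p = 1.42e-05 from camera, lowest 6.52e-07, adjusted p = 0.518 with an estimated correlation).

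Of 19 tested Hox genes, 10 were higher dorsally (10 when adjusted over the list alone), among them *Hoxb6* (4.66), *Hoxb5* (3.03), *Hoxb1* (1.76) and *Hoxd3* (1.67). The median of the Hox list was 0.60 (0.072 without a filter, adjusted p = 1.13e-08 from camera, lowest 2.88e-13, adjusted p = 0.290 with an estimated correlation). Without dorsal replicate 1, 5 Hox genes were higher dorsally and without dorsal replicate 2, 4 were, and *Hoxb6* and *Hoxd3* were then not tested, since the filter asks for 2 arrays. The median of the list was then 0.22 without dorsal replicate 1, but 0.62 over the genes and probe sets tested with all 4 arrays. *Hoxb6* and *Hoxd3* lay below the 40th percentile of both ventral arrays, and against these percentiles they differed by 3.88 and 1.30. For 12 genes of the retinoic acid pathway the median was 0.45, and 0.22 without a filter, with 6 higher dorsally, among them *Crabp1* (4.29), *Aldh1a1* (1.39), *Cyp26b1* (1.04) and *Aldh1a2* (1.00), and with 6 dorsal and 1 ventral when adjusted over the list alone (adjusted p = 0.000207 from camera, lowest 2.93e-07, adjusted p = 0.429 with an estimated correlation). Of these 6, *Stra6* did not pass without a filter (0.67) or with quantile normalization once more (0.60). With 1 array left out, the difference ran from 0.46 to 0.88 for *Stra6* and from 0.87 to 1.02 for *Cyp26a1*. *Stra6* did not pass without dorsal replicate 1 (0.60), dorsal replicate 2 (0.74) or ventral replicate 2 (0.46). *Cyp26a1* did not pass without dorsal replicate 1 (0.91). Among 8 neural crest genes, 6 were higher dorsally, among them *Ret* (4.79), *Tfap2b* (2.82) and *Sox10* (2.05), and *Hand2* (-2.23) and *Ednrb* (-1.37) were higher ventrally (6 and 2 when adjusted over the list alone), with a median of 1.58 (adjusted p = 1.69e-05 from camera, lowest 3.63e-12, adjusted p = 0.290 with an estimated correlation). With the mean of all probe sets this median was 0.73, with *Ret* at 2.60, *Sox10* at 0.88 and *Hand2* at -1.03. *Erbb3* (0.53) did not pass with that mean, and *Foxd3* (1.16) did not with quantile normalization once more. With ventral replicate 1 left out, the retinoic acid list had an adjusted p of 0.0683 and the neural crest list one of 0.275.

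Of 6 somite genes, *Meox1* (2.01), *Foxc2* (1.02) and *Meox2* (0.78) were higher dorsally (4 when adjusted over the list alone), with a median of 0.70, and 0.19 without a filter (adjusted p = 0.00304 from camera, lowest 0.000192, adjusted p = 0.409 with an estimated correlation). Of 8 genes of red blood cells, *Slc4a1* (1.30, and 0.79 with the mean of all probe sets), *Alas2* (1.19), *Klf1* (1.06) and *Hba-x* (1.04) were higher dorsally (6 when adjusted over the list alone), with a median of 0.78 (adjusted p = 0.000207 from camera, lowest 1.22e-05, adjusted p = 0.422 with an estimated correlation). Of 7 mesothelial genes, *Wt1* (2.96), *Upk3b* (2.56) and *Lrrn4* (1.90) were higher dorsally and *Tcf21* (-0.71) was higher ventrally (4 and 1 when adjusted over the list alone), with a median of 0.59 (adjusted p = 0.000742 from camera, lowest 6.06e-07, adjusted p = 0.429 with an estimated correlation). With ventral replicate 1 left out, the adjusted p was 0.391 for the somite list, 0.0683 for that of red blood cells and 0.275 for that of mesothelium. *Wt1* lay below the 40th percentile of both ventral arrays, against which it differed by 2.20, and it was not tested without either dorsal array. The median of the mesothelial list was 0.32 without dorsal replicate 1 and 0.27 without dorsal replicate 2, but 0.60 and 0.59 over the genes and probe sets tested with all 4 arrays. It was 0.90 without ventral replicate 1, 0.29 without ventral replicate 2, 0.30 without a filter, 1.25 with a filter at the 60th percentile, 1.25 with the mean of all probe sets and 0.21 without probe sets that match several transcripts, and that of red blood cells was 0.52 without ventral replicate 2. *Meox2* did not pass without dorsal replicate 1 (0.66) or dorsal replicate 2 (0.90), *Hba-x* without dorsal replicate 1 (0.92) or ventral replicate 2 (0.64), and *Tcf21* without dorsal replicate 1 (-0.89), dorsal replicate 2 (-0.53) or ventral replicate 1 (-0.35), while without ventral replicate 2 it passed at -1.07. With quantile normalization once more *Meox2* (0.71), *Hba-x* (0.92) and *Tcf21* (-0.83) did not pass, and without a filter *Tcf21* (-0.71) did not. Their adjusted p ran from 0.000234 to 0.399 for *Meox2*, from 1.19e-07 to 0.0880 for *Hba-x* and from 0.00108 to 0.732 for *Tcf21*.

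The heart muscle genes reached high levels in the ventral part, with means of 11.30 for *Tnnt2* and 10.06 for *Myh6*, and no explanation was excluded by the values. Working muscle of the heart chambers carried along at dissection is not decided by *Myl2*, *Nppa*, *Irx4* and *Gja5* (median difference -0.23), which lay below the 40th percentile of every array, where a probe set may not read its transcript, while the chamber muscle genes *Myh7* (-0.80) and *Myl3* (-0.70, with -0.92 and -2.04 in its other probe sets and -1.22 in the mean of all) were higher ventrally, but not without dorsal replicate 1 (-0.76 and -0.75) or dorsal replicate 2 (-0.83 and -0.65), and *Myl3* not with quantile normalization once more (-0.78). Muscle of the venous pole may have been carried along, since *Shox2*, *Vsnl1*, *Isl1* and *Tbx18* had a median difference of -2.79 (*Tbx18* -0.18, *Vsnl1* -5.75), while the heart muscle list differed between the ventral arrays by a median of 0.32 and 517 other genes higher ventrally by 0.23, a gap of 0.08 that a share of 0.257 of 10000 random sets matched. Cardiac progenitors that belong to the ventral part are another candidate explanation, with a median of -1.67 over their list, of which *Nkx2-5* is also in the heart muscle list and *Isl1* and *Tbx18* are also among the venous pole genes, and the design holds no sample that would let these be told apart. The position of the ventral part itself stays open as untested.

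The 10 Hox genes higher dorsally were of paralog groups 1 to 6, and no explanation was excluded by the values. A dorsal piece that reached further back is a candidate explanation, but the difference did not rise clearly with the paralog number over the 11 Hox genes above the lower quartile by their mean level (rho = 0.233, permutation p = 0.486), nor over 12 with *Hoxb6*, which its dorsal level alone brings in (rho = 0.413, permutation p = 0.183), and over all 19 it went the other way (rho = -0.485, permutation p = 0.0371, Pearson's r = -0.245, permutation p = 0.319), where the 5 genes of groups 7 to 9 were dim, and genes are not independent replicates. Neural crest cells in the dorsal part could carry the Hox genes, as the median of 1.58 of their list leaves open, since no sorted cells were measured. Neural tube carried along stays open too, since of 12 neural tube genes 7 lay above the 40th percentile on both dorsal arrays, of which *Tubb3* and *Nkx6-1* were higher dorsally (*Nkx6-1* not without dorsal replicate 1 (0.63), dorsal replicate 2 (0.55) or ventral replicate 2 (0.42), or without a filter (0.59)), while *Sox3* (-0.23), *Pax6* (-0.20), *Neurog1* (-0.30) and *Pou3f2* (-0.47) had lower values dorsally and *Nkx6-2* (0.44) a higher one and did not pass (*Nkx6-2* did when adjusted over the list alone), the median of the tested genes was -0.20, and *Sox1*, *Olig2*, *Nkx2-2* and *Dbx1* lay below that percentile on every array, where a small share of such cells may not show. The position of the dorsal part itself stays open as untested.

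*Nkx2-1*, which marks respiratory endoderm in the paper, had values of 5.10 and 5.03 dorsally and 5.09 and 5.25 ventrally, a difference of -0.10 (adjusted p = 0.785 from limma). Fewer epithelial cells in the ventral part is argued against by direction alone, since the 15 epithelial genes had a median of -0.53 (-0.32 without ventral replicate 1), in the opposite direction. This list did not pass by camera with an estimated correlation (adjusted p = 0.518) or by fry (adjusted p = 0.179). Its member *Krt19* (0.59) had a higher value dorsally. The only *Nkx2-1* probe set named here lay at percentile 6.99 of the tested genes by level. A probe set that reads little of the transcript may thus hide a difference, which the values cannot settle. The stage of the embryos stays open as untested.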

How the results depend on the processing

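All alternatives here were planned, apart from the comparisons within the arrays of each number, which were chosen after the poly-A controls were seen. *Wnt4* and *Hoxb6* kept their direction and passed the test under every alternative that gave a value, 15 for *Wnt4* (2.20 to 2.68) and 13 for *Hoxb6* (4.44 to 4.88), which was not tested without either dorsal array. The filters, eBayes forms, block and thresholds left *Wnt4* at 2.47, so its direction could not change there. With all 4 arrays its adjusted p from limma ran from 4.29e-41 with the block to 0.00110 with quantile normalization once more. The numbers that follow include such alternatives too. Over the other named genes and the alternatives, 2358 results kept their direction and call, 77 passed the test only in the alternative, 151 no longer passed it and 17 changed sign, and for the gene lists these numbers were 377, 9, 32 and 22. The numbers for genes leave out *Tbx4*, which is given below, and some genes named only in the tests of explanations, such as *Myl3*. Where an array was left out, the part with 1 array was assumed to vary like the other, the filter was set again and the probe set of each gene was chosen anew. With 1 array left in a part, the spread comes only from the 2 arrays of the other part. These pairs differed by a median of 0.08 dorsally and 0.26 ventrally. Calls were fewer without dorsal replicate 1, where the ventral pair set the spread. They were more without ventral replicate 1, where the dorsal pair set it and the median of all tested genes was 0.18. Calls gained or lost in this way are thus not a like-for-like check. The cause of the other changed calls was not tested. Without ventral replicate 2 *Vsnl1* was read from another probe set (-3.60), while the one kept over 4 arrays gave -5.81. Robust eBayes and the 2-fold threshold give no list values.

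*Tbx4* did not pass the test with quantile normalization once more (-0.97, adjusted p = 0.0622), at the 2-fold threshold (-0.94) and without dorsal replicate 1 (-0.75, adjusted p = 0.232), with leave-one-out values from -1.23 to -0.65 and adjusted p from 3.59e-06 to 0.232 over all alternatives. The 2-fold threshold left 251 genes higher dorsally and 237 higher ventrally. With 1 array left out these counts ran from 247 (dorsal replicate 1) to 4544 (ventral replicate 1) and from 276 (dorsal replicate 2) to 1593 (ventral replicate 1), with 252 genes dorsally without dorsal replicate 2 and 279 ventrally without dorsal replicate 1. Of the 629 and 538 genes, 618 and 454 were shared with the calls without ventral replicate 1. By camera at the preset correlation, the number of lists higher dorsally ran from 2 (without ventral replicate 1) to 8 over the alternatives, and that of lists higher ventrally from 7 to 9. Camera with an estimated correlation gave 0 lists dorsally and 0 ventrally (5 at an unadjusted p under 0.05), and fry, which does not compare a list with other genes, gave 3 and 4.

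With the replicate number as a block (replicate block), 790 genes were higher dorsally and 678 ventrally, and these held all 629 and 538. *Cdh1*, *Tbx3*, *Spint1*, *Krt19*, *Pax3* and *Apoa2* and the list of the paper's markers then passed, the list of respiratory mesenchyme did not (adjusted p = 0.258, within 5.58e-06 to 0.429), and it changed no other call of a named gene or list. The deviations of same-numbered arrays correlated at 0.136 across genes, so the arrays are treated as sharing only a number, although the poly-A controls split by it.

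Differences near 0 changed sign with quantile normalization once more for *Chrd* (-0.0083), *Eif2s3y* (-0.029) and *Xist* (-0.021), and with the mean of all probe sets for *Eif2s3y* (-0.051), *Sox5* (-0.082) and *Uty* (0.17). The test of a list turned its direction, with no call, without a filter for smooth muscle (median 0.015), with quantile normalization once more for the paper's markers (-0.28), BMP antagonists (0.097), the Hedgehog pathway (0.023), smooth muscle (-0.044), endothelium (-0.012) and housekeeping genes (-0.033), with the mean of all probe sets for cartilage (0.068), endothelium (-0.063) and housekeeping genes (0.018), and without probe sets that match several transcripts for smooth muscle (0.045).

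With 1 array left out, a sign changed for *Barx1* (-0.033 to 0.40), *Chrd* (-0.064 to 0.11), *Col11a1* (-0.62 to 0.27), *Eif2s3y* (-0.060 to 0.22), *Fcer1g* (-0.25 to 0.098), *Sox5* (-0.10 to 0.13), *Uty* (-0.087 to 0.045) and *Foxf2* (-0.38 to 0.34). For *Col11a1* and *Sox5* another probe set was chosen without ventral replicate 1, and the one kept over 4 arrays gave 0.072 and 0.18. The test turned for the lists of the paper's markers (median -0.38 to -0.17), dorsal foregut endoderm (-0.21 to 0.020), the Hedgehog pathway (-0.099 to 0.33), the FGF pathway (-0.10 to 0.035), neural tube (-0.23 to -0.087), BMP antagonists (0.047 to 0.22), cartilage (0.020 to 0.32), endothelium (-0.024 to 0.22) and housekeeping genes (-0.030 to 0.23).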

Other observations

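The tests in this part were planned. Signalling genes other than those above also differed between the dorsal and ventral parts. *Shh*, which encodes the secreted Hedgehog ligand, had a mean of 13.07 ventrally and 10.41 dorsally, a log2 difference of -2.66 (standard error 0.17, adjusted p = 1.83e-10 from limma), and *Hhip*, a target gene that encodes an inhibitor of the pathway, was also higher ventrally (-1.34). *Gas1* (0.83) and *Cdon* (0.62), which encode co-receptors, were higher dorsally. The other 9 of 13 measured Hedgehog genes did not pass the test (3 dorsal and 2 ventral when adjusted over the list alone). *Fgf9*, an FGF ligand gene, was higher dorsally by 3.06 (standard error 0.18, adjusted p = 2.55e-11 from limma), but its other probe set differed by 0.71 and the mean of both by 1.89, with *Spry1* (1.55) and *Dusp6* (0.61), feedback inhibitors of the pathway, and *Fgfr3* (-0.56) was higher ventrally, while 9 of 13 FGF genes did not pass (3 and 3 when adjusted over the list alone). Of 11 Wnt antagonists, *Draxin* (1.67) and *Sfrp2* (1.01) were higher dorsally and *Dkk1* (-1.23) and *Sfrp5* (-0.72) ventrally (2 and 3 when adjusted over the list alone). Of 6 BMP antagonists, *Grem1* (0.67) was higher dorsally and *Bmper* (-1.98) ventrally (1 and 1 when adjusted over the list alone). Without dorsal replicate 1 and without dorsal replicate 2, these did not pass the test: *Cdon* (0.65 and 0.59), *Gas1* (0.84 and 0.83), *Dusp6* (0.56 and 0.66), *Fgfr3* (-0.66 and -0.46), *Sfrp5* (-0.68 and -0.75) and *Grem1* (0.55 and 0.79). Without ventral replicate 2, *Dusp6* (0.31), *Fgfr3* (-0.45) and *Grem1* (0.51) did not pass either. With the mean of all probe sets of a gene, *Cdon* (0.30), *Fgfr3* (-0.33), *Dusp6* (0.61) and *Sfrp5* (-0.60) did not pass, and *Draxin* was at 0.82. With quantile normalization once more, *Dusp6* (0.51), *Fgfr3* (-0.66), *Grem1* (0.66) and *Sfrp5* (-0.81) did not pass, and without a filter *Dusp6* (0.61) and *Fgfr3* (-0.56) did not. With ventral replicate 1 left out, 6 Hedgehog genes were higher dorsally and 3 ventrally, 5 FGF genes dorsally and 4 ventrally, and 3 BMP antagonists dorsally. Without ventral replicate 2, 4 Hedgehog genes were higher dorsally and 2 FGF genes ventrally. Over the alternatives the adjusted p reached 0.580 for *Cdon*, 0.122 for *Gas1*, 0.684 for *Dusp6*, 0.914 for *Fgfr3*, 0.359 for *Sfrp5* and 0.732 for *Grem1*.

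The 12 genes with the largest differences in the dorsal direction were, in the order of the alphabet, *Bnc1* (3.60), *Cdh19* (3.34), *Col26a1* (3.11), *Crabp1* (4.29), *Hoxb5os* (4.52), *Hoxb6* (4.66), *Insm1* (3.25), *Maf* (3.67), *Nefm* (3.33), *Nepn* (4.47), *Ret* (4.79) and *Vwf* (3.43). In the ventral direction they were *Cacna2d2* (-4.53), *Csrp3* (-4.76), *Myh6* (-6.16), *Myl4* (-5.03), *Myocd* (-4.52), *Rspo2* (-4.64), *Smpx* (-4.95), *Tbx20* (-4.68), *Tnnt2* (-5.34), *Ttn* (-4.74), *Unc45b* (-5.06) and *Vsnl1* (-5.75). These are not ranked, since *Cdh19*, *Hoxb6*, *Insm1* and *Vwf* lay below the 40th percentile of both ventral arrays and *Myh6*, *Smpx* and *Vsnl1* below that of both dorsal arrays, and the low level there limits the size of the difference. Against these percentiles they differed by 2.17, 3.88, 1.94 and 3.13 and by -5.33, -3.88 and -5.02. With the mean of all probe sets of a gene, *Ret* was at 2.60, *Col26a1* at 1.73, *Maf* at 1.42, *Myh6* at -3.14, *Myocd* at -2.83, *Tbx20* at -2.70, *Rspo2* at -2.65, *Myl4* at -2.57, *Ttn* at -1.68 and *Cacna2d2* at -1.57. *Myh6*, *Tnnt2*, *Myl4*, *Smpx* and *Ttn* are in the heart muscle list, *Tbx20* is in that of cardiac progenitors and *Myocd* in that of smooth muscle. The samples mix cell types, so the cells that gave the ventral *Myocd* value were not told apart. *Rspo2* encodes a secreted activator of Wnt signalling. At 8-fold or more, 16 genes were higher dorsally and 32 ventrally.

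Of 9 smooth muscle genes, *Tagln* (2.21), *Myl9* (1.58) and *Des* (0.73) were higher dorsally and *Cnn1* (-0.73) and *Myocd* (-4.52) ventrally (3 and 3 when adjusted over the list alone), but *Des* (0.72 and 0.74) and *Cnn1* (-0.76 and -0.70) did not pass without dorsal replicate 1 and without dorsal replicate 2, *Des* did not with the mean of all probe sets (0.39), and without ventral replicate 1 *Cnn1* was at -0.47. Of 5 genes of stomach and pancreas, *Gata4* (-3.05), which is also in the list of cardiac progenitors, was higher ventrally and *Barx1* did not pass. *Mnx1* (2.51), *Neurog3* (1.51) and *Pdx1* (0.85) were higher dorsally (3 dorsal and 1 ventral when adjusted over the list alone). These 3 genes lay below the 40th percentile of both ventral arrays, against which they differed by 1.61, 1.41 and 0.72, and with the mean of all probe sets *Neurog3* was at 0.63 and *Pdx1* at 0.56. *Pdx1* did not pass without ventral replicate 1 (0.66) or with quantile normalization once more (0.87), and without either dorsal array none of these genes was higher dorsally, where *Mnx1*, *Neurog3* and *Pdx1* were not tested because the filter asks for 2 arrays. Of 7 dorsal foregut endoderm genes, *Efnb2* (1.21, and 0.76 with the mean of all probe sets), *Krt15* (0.95) and *Sox2* were higher dorsally and *Trp63* ventrally (3 and 1 when adjusted over the list alone), and *Krt15* did not pass without dorsal replicate 2 (0.84). Of 4 genes of pharynx and thyroid, *Tbx1* (1.45) and *Eya1* (0.96) were higher dorsally, *Hhex* (-1.10) ventrally and *Pax9* (-0.28) did not pass, and *Eya1* did not pass without dorsal replicate 2 (0.92) or with the mean of all probe sets (0.38). Of 4 notochord genes, *Sox6* (1.10, 0.65 with the mean of all probe sets, and not passing at 1.05 with quantile normalization once more) was higher dorsally and *Shh* ventrally, and *Chrd* (0.02) and *Sox5* (0.07) did not pass. Of 6 cartilage genes, *Sox6* was higher dorsally and *Col9a1* (-0.77) ventrally (1 and 1 when adjusted over the list alone), and *Col9a1* did not pass without dorsal replicate 1 (-0.77) or dorsal replicate 2 (-0.77). Of 7 neural tube genes, *Tubb3* (1.17) and *Nkx6-1* (0.59) were higher dorsally (3 when adjusted over the list alone), and *Nkx6-1* did not pass without dorsal replicate 1 (0.63), dorsal replicate 2 (0.55) or ventral replicate 2 (0.42), or without a filter (0.59). When ventral replicate 1 was left out, 2 genes of dorsal foregut endoderm and 2 of pharynx and thyroid were higher ventrally, 2 cartilage genes were higher dorsally and 1 neural tube gene was higher ventrally, and without ventral replicate 2, 2 cartilage genes were higher ventrally.

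Of 15 endothelial genes, *Sox17* (0.98) was higher dorsally and 14 did not pass (1 when adjusted over the list alone). Of 10 immediate early and heat shock genes, *Egr1* (0.85) was higher dorsally and *Hspb1* (-1.23) and *Ier3* (-1.08) ventrally (1 and 2 when adjusted over the list alone), and *Egr1* did not pass without dorsal replicate 1 (0.87) or dorsal replicate 2 (0.83). With ventral replicate 1 left out, 7 endothelial genes were higher dorsally and 1 ventrally, and 3 immediate early and heat shock genes were higher dorsally, and without ventral replicate 2, 2 endothelial genes were higher ventrally. By limma none of 15 cell cycle genes, 10 housekeeping genes, 4 sex-linked genes and 2 macrophage genes, *Csf1r* (-0.18) and *Fcer1g* (-0.08), passed the test, and at an unadjusted p under 0.05 there was 1 housekeeping gene and 0 of the others. When ventral replicate 1 was left out, 5 cell cycle genes, 4 housekeeping genes and *Kdm5d* (0.52) were higher dorsally. The adjusted p from camera was 0.0537 for stomach and pancreas, 0.0899 for immediate early and heat shock genes, 0.128 for Wnt ligands, 0.433 for Wnt antagonists, 0.455 for cell cycle genes, 0.846 for housekeeping genes (median 0.10), 0.873 for endothelium and 0.883 for cartilage. Stomach and pancreas passed with quantile normalization once more (adjusted p = 0.0499, within 0.0499 to 0.495). The Wnt ligands passed in the ventral direction without ventral replicate 1 (adjusted p = 0.0217) and with fry (adjusted p = 0.0140, within 0.0140 to 0.773 over the alternatives), and the FGF pathway passed in the dorsal direction with fry (adjusted p = 0.0271, within 0.0271 to 0.854). The paper's markers passed in the dorsal direction with array medians set equal, with the replicate number as a block and with a filter at the 60th percentile, and their adjusted p ran from 0.0112 to 0.958. In some lists the median differed in sign from the mean. The medians and means were -0.23 and 0.49 for the paper's markers (adjusted p = 0.846), -0.11 and 0.19 for dorsal foregut endoderm (adjusted p = 0.693), 0.16 and -0.11 for BMP antagonists (adjusted p = 0.857), 0.14 and -0.14 for the Hedgehog pathway (adjusted p = 0.689), -0.08 and 0.28 for the FGF pathway (adjusted p = 0.726), 0.01 and -0.12 for smooth muscle (adjusted p = 0.867) and -0.20 and 0.14 for neural tube genes (adjusted p = 0.846), and the test went with the mean in each.

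The paper follows other markers in later embryos, so these values belong to an earlier stage than its claims. *Sox2*, which encodes the transcription factor that the paper deletes, was higher dorsally (0.57, adjusted p = 0.0325 from limma), and *Trp63*, a marker of basal cells, was higher ventrally (-0.79, adjusted p = 0.00571 from limma). Neither passed without dorsal replicate 1 (0.56 and -0.81), dorsal replicate 2 (0.58 and -0.77) or with quantile normalization once more (0.46 and -0.79), nor did *Sox2* without a filter (0.57), and over the alternatives the adjusted p ran from 0.0116 to 0.684 for *Sox2* and from 0.000186 to 0.198 for *Trp63*. *Sox9* (0.28), *Acta2* (-0.40), *Foxa2* (-0.36) and *Cdh1* (-0.53) did not pass the test, with adjusted p of 0.456, 0.189, 0.289 and 0.0567, and *Cdx2* lay below the 40th percentile on all arrays. Of the paper's 10 tested markers, *Sox2*, *Wnt4* and *Hoxb6* were higher dorsally and *Tbx4* and *Trp63* ventrally (3 and 4 when adjusted over the list alone). These counts were 1 and 0 without dorsal replicate 1, 1 and 1 without dorsal replicate 2, 3 and 4 without ventral replicate 1 and 3 and 5 without ventral replicate 2, and *Hoxb6* was not tested without either dorsal array. *Tbx4* did not pass without dorsal replicate 1 (-0.75) or with quantile normalization once more (-0.97).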
